A study of Mus musculus with 4 samples. Its data were reported in "LATS2 Positively Regulates Polycomb Repressive Complex 2" (2016).

How the data were processed

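The series measured microRNAs (miRNAs) in mouse embryonic fibroblasts (MEFs) that lack the kinase gene Lats2 and in wild-type (WT) littermate MEFs, all of strain C57BL/6J. Each of the 4 samples was hybridised to 1 single-colour (Cy3) Agilent mouse miRNA array. The Lats2-/- (KO) samples came from 1 clone at population doubling levels (PDL, taken as the meaning of the label "PDL") 70 and 96, and the WT samples came from 1 other clone at PDL 68 and 90. The 2 arrays of a group are therefore the same clone at different ages in culture, and their spread is the only error that the tests use. The replicate number follows the order of the records and pairs no KO sample with a WT sample.

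Per the file headers, the authors scanned the arrays with Agilent Feature Extraction 10.5.1.1, which gave for each spot a background-subtracted and spatially detrended intensity on a linear scale, with negative values below background and no normalization between arrays. The files also hold the raw mean intensity, the local background intensity, a total signal per miRNA, and flags of 0 or 1 for spots well above background, outlier spots, saturated spots and detected miRNAs. The deposited series matrix holds the same processed intensity rounded to 3 digits. Its columns differed from the scanner values of their own arrays by at most 0.495%, and their medians over all spots were -0.585, -0.581, -2.01 and 0.595 signal units for KO replicates 1 and 2 and WT replicates 1 and 2, so scale and identity were settled from the values. Each array carried 13715 spots, of which 13000 belonged to 1857 probes for 650 miRNA names, 611 of them mouse and 39 viral. No miRNA spot was saturated. miRNA names are those of the array design and can be older than current ones, and probe positions are those that the files give on mm9. Neighbouring genes were looked up by name in a gene table of assembly GRCm38.p6, where 151 of the 159 tested names matched, and no coordinate of that assembly was used.

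Control spots and spots with an outlier flag were left out. The remaining spots of a probe were averaged on the linear scale. Each array was divided by its 75th percentile over the 192 probes well above background on all 4 arrays and multiplied by the mean of these percentiles, values under 1 signal unit were set to 1, and log2 was taken. The percentiles were 531 and 562 units in KO and 488 and 458 units in WT. A probe counted as well above background on an array where a share of more than 0.5 of its unflagged spots carried that flag. Each miRNA was represented by its probe with the highest mean over the 4 arrays. Probes of family members with similar sequences, such as the let-7 miRNAs, can share signal.

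The miRNAs tested were the 159 well above background on both arrays of at least 1 group. KO and WT were compared with limma 3.58.1 in R 4.3.3 (lmFit and eBayes, two-sided, no covariates), and the higher and lower PDL were compared with genotype in the model. P-values were adjusted by Benjamini-Hochberg, and a miRNA was called where the adjusted p was under 0.05. The number with a fold change of 2 or more is given beside the calls, after the threshold that the study used for mRNAs of these cells. Where a miRNA was not well above background on any array of a group, its fitted fold depends on the floor. For such a miRNA a lower bound is given as "at least N-fold", computed from the mean of the bright group against the mean, over the dim group's arrays, of the higher of that array's lowest signal among probes well above background and the miRNA's own signal. These lowest signals were log2 3.93 and 3.64 in KO and 3.89 and 3.95 in WT. The SE and p-value of a miRNA with signals set to the floor depend on the floor too. Each bound holds for the main scaling and can be smaller under another.

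There were 22 fixed lists of miRNAs, namely the miR-17-92 and paralogous clusters, the let-7, miR-34, miR-29, miR-30, miR-15/16 and miR-181 families, the miR-130 and miR-301 family, the miR-290 and miR-302 clusters, the Hox cluster miRNAs, the Dlk1-Dio3 cluster, the group of miR-297, miR-466, miR-467 and miR-669, the miR-23-27-24 clusters, fibroblast and mesenchymal miRNAs, miRNAs that target Ezh2, viral miRNAs, and markers of epithelial, muscle, neural, blood, endothelial and liver cells. Starred (passenger strand) names were not counted as list members. Lists with 3 or more tested members were tested with limma's camera with a preset correlation of 0.01 and again with an estimated correlation, and with fry, which asks whether the members of a list move one way and makes no comparison with other miRNAs. These p-values were adjusted over the 11 lists tested.

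The lists, the tests, most of the alternatives and the rule for the miRNAs named in the text were chosen before the data were examined. The rule takes the 10 called miRNAs with the largest fold change in each direction among those well above background on all 4 arrays with both KO values on one side of both WT values. It adds up to 5 per direction that were well above background on both arrays of one group and on no array of the other, up to 4 members of each list with the largest fold change, the 5 brightest miRNAs, and up to 5 per direction for PDL. Other names in the text were chosen after their values were seen, and are marked so.

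The scripts were tested on simulated arrays with the means and spreads of the 115 miRNAs well above background on all 4 arrays, with 40 changed miRNAs in each of 50 runs. In the KO and WT comparison, limma called 74.9% of changes of log2 0.5, 92.4% of changes of log2 1 and 99.0% of changes of log2 2 in the right direction, and 4.11% of its calls were of unchanged miRNAs. In the PDL comparison these shares were 65.1%, 89.8%, 98.4% and 3.44%. The simulation applied no floor, filter or scaling, and its spreads were those between arrays of 1 clone. The limma shares therefore do not cover miRNAs dim in 1 group, shifts of a whole array or differences between clones. Camera called the simulated changed list in 100% of the runs and an unchanged list in 0.222% of cases. The simulated miRNAs varied independently, so these 2 shares do not cover lists whose members vary together. The estimated correlation in the data was 0.27 for the Dlk1-Dio3 cluster, 0.35 for the miR-23-27-24 clusters and 0.88 for the miR-15/16 family.

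Alternatives were normexp background correction, quantile normalization, the 75th percentile over all probes, no scaling, the median in place of the 75th percentile, the mean of all probes, the total signal per miRNA, a floor of 5 units, stricter, absent or flag-based filters, the series matrix values, limma with an intensity trend and robust variance, the methods' t-test, PDL as a replicate block, and each array left out in turn. A floor at each array's lowest signal well above background was added after seeing the data. All 4 arrays lay on 1 slide and were scanned together, so no slide or scan block was run. WT occupied positions 1 and 2 of the slide and KO positions 3 and 4, so position and genotype cannot be told apart. The 2 arrays per group are too few for regrouping the samples or for a test of outlying arrays. Lats2 mRNA is not measured by a miRNA array and was not analysed here. Figures were drawn with matplotlib 3.10.9 and tables handled with pandas 2.3.3 in Python 3.11.15.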

Results

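The arrays held probes for 650 miRNA names and were hybridised with total RNA of 2 Lats2 KO and 2 WT cultures of MEFs. KO replicates 1 and 2 (PDL 70 and 96) had 157 and 161 miRNAs well above background, or 24.2% and 24.8% of the names. WT replicates 1 and 2 (PDL 68 and 90) had 19.2% and 19.8% of the names well above background. Across the 159 tested miRNAs, which are not independent of each other, log2 signals correlated with Pearson's r = 0.994 between the KO arrays, 0.986 between the WT arrays and 0.811 to 0.840 between a KO and a WT array. The brightest miRNA was miR-21, with a mean log2 signal of 13.84 in KO and 14.04 in WT. The number of arrays, 2 per group, limits the precision of every value below. With 1 clone per genotype, no SE or p-value below measures the spread between clones. Every difference between KO and WT could therefore also be a difference between the 2 clones.

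The comparison of KO with WT asks which miRNAs differ in MEFs that lack Lats2, a kinase of the Hippo pathway that the study linked to gene repression by Polycomb repressive complex 2. A broad difference was in 22 listed miRNAs of the imprinted Dlk1-Dio3 region, which were well above background in both KO arrays and in neither WT array. miR-31 rose 5.85-fold in KO (log2 2.55 ± 0.08, SE, n = 2 per group), and miR-140, a miRNA known from cartilage, fell by 2.54 ± 0.20 on the log2 scale. miR-10a and miR-196a, which lie in Hox gene clusters, were at least 5.21-fold and 3.99-fold higher in KO. The calls of miR-140, miR-10a and miR-196a were lost when either KO array was left out and with no filter on dim miRNAs. All 5 miRNAs of the miR-23-27-24 clusters fell, with log2 fold changes of -1.08 to -0.57.

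Of the 159 miRNAs tested with limma, 92 were called, 69 higher and 23 lower in KO, and 67 were not. Both KO arrays lay on one side of both WT arrays for 79.9% of the 159. Chance gives 33.3% for a single unselected miRNA, but that share is no baseline here. miRNAs could pass the filter through 1 group alone (36 names were above background in KO only and 2 in WT only). All miRNAs also share the same 4 arrays. A fold change of 2 or more was found for 47 of the 92 called, 39 higher and 8 lower. Among the 115 miRNAs well above background on all 4 arrays, 39 were higher and 21 lower, and 11 and 6 of these differed by a fold change of 2 or more. The balance of directions depended on the scaling. The share of called miRNAs that were higher was 75%, against 53.8% (50 higher, 43 lower) after quantile normalization, 51.4% (38 and 36) with median scaling, 60.6% (43 and 28) with the total signal per miRNA, and larger without scaling (92 and 15). The median log2 fold change of the tested miRNAs was 0.31, and under the same alternatives it was 0.14, -0.09, 0.06 and 0.52 (0.11 with normexp correction), so small changes are to be read against it. The count was 39 without KO replicate 1 and 38 without KO replicate 2, 60 with no filter on dim miRNAs, and 39 in the methods' t-test at a fold change of 2 and an unadjusted p under 0.05.

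**Figure D1:**
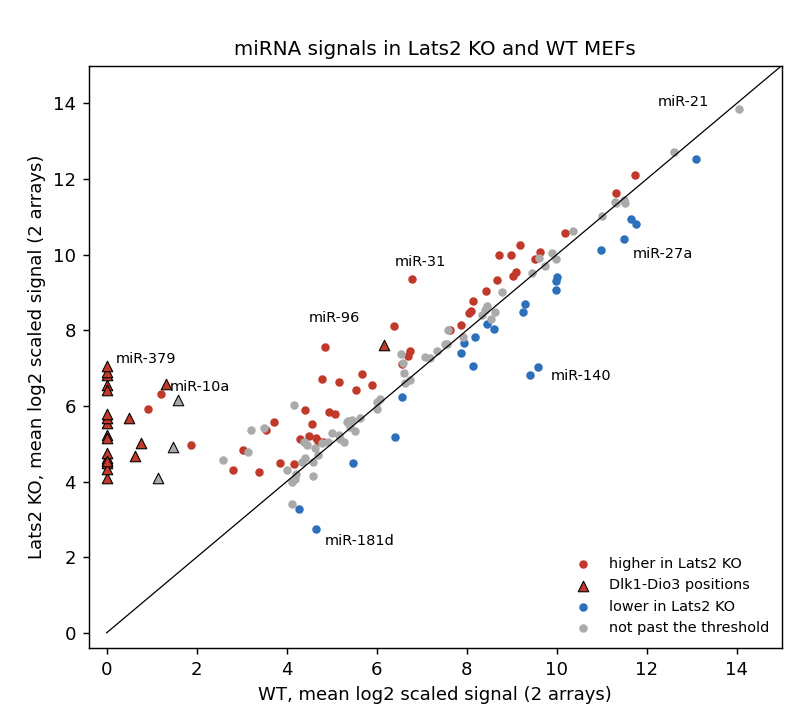
Mean log2 scaled signal of each tested miRNA in 2 KO arrays (vertical axis) against 2 WT arrays (horizontal axis), with called miRNAs coloured by direction, Dlk1-Dio3 positions as triangles and the line of equal signal. Most Dlk1-Dio3 miRNAs lie at or near the floor of the WT axis, where values have no order, while miR-31 and miR-140 lie off the line at signals measured in both groups.

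The Dlk1-Dio3 region of chromosome 12 holds a large group of miRNAs expressed from the maternal chromosome, many of them active in embryonic and neural tissue. Of the 56 list members on the array, 23 were tested, 20 rose in KO, 0 fell and 3 were not called, namely miR-154, miR-329 and miR-433 (22 higher when adjusted over the list alone). A total of 22 members were well above background on both KO arrays and on no WT array. Their bounds ran from at least 1.12-fold to at least 8.71-fold, with a median of 2.40. That median was 1.82 with median scaling, where 20 bounds stayed above 1, and 1.36 after quantile normalization, where 14 did. miR-379 was at least 8.71-fold higher, with log2 signals of 7.04 and 7.05 in KO and at the floor in both WT arrays (adjusted p = 2.9e-05). That limma p rests on the floor, which left the WT arrays without spread, and not on the bound. miR-300 was at least 7.78-fold, miR-127 at least 7.41-fold, miR-299* at least 6.35-fold and miR-376a at least 6.16-fold higher, of which miR-299* (adjusted p = 0.027) lost its call with the total signal per miRNA, with no filter and when either KO array was left out. miR-494 was measured on all 4 arrays and rose by 1.45 ± 0.29 (adjusted p = 0.028), though its call was lost after quantile normalization, with median scaling, with the total signal, with no filter and when either KO array was left out. The probes of the cluster span positions 110824030 to 110981994 (mm9), and of the 71 names placed there 25 were well above background on both KO arrays and 1 on any WT array. In the GRCm38.p6 table miR-127 and miR-434 lie within Rtl1, miR-410 within Mirg, and miR-379 between Rtl1 and Dio3. The list's median log2 fold change was 4.76, or 1.30 with members at their bounds and 0.62 with normexp correction, whose offset compresses dim signals. Camera gave an adjusted p = 2.6e-08, which became an adjusted p = 0.585 with an estimated correlation (fry adjusted p = 0.00059). Since 22 of the 23 tested members were above background in KO alone, the filter largely fixed their direction. These p-values therefore add no independent support. With the filter for all 4 arrays too few members were left to test the list. Outside this list 72 miRNAs were called, 49 higher and 23 lower.

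**Figure D2:**
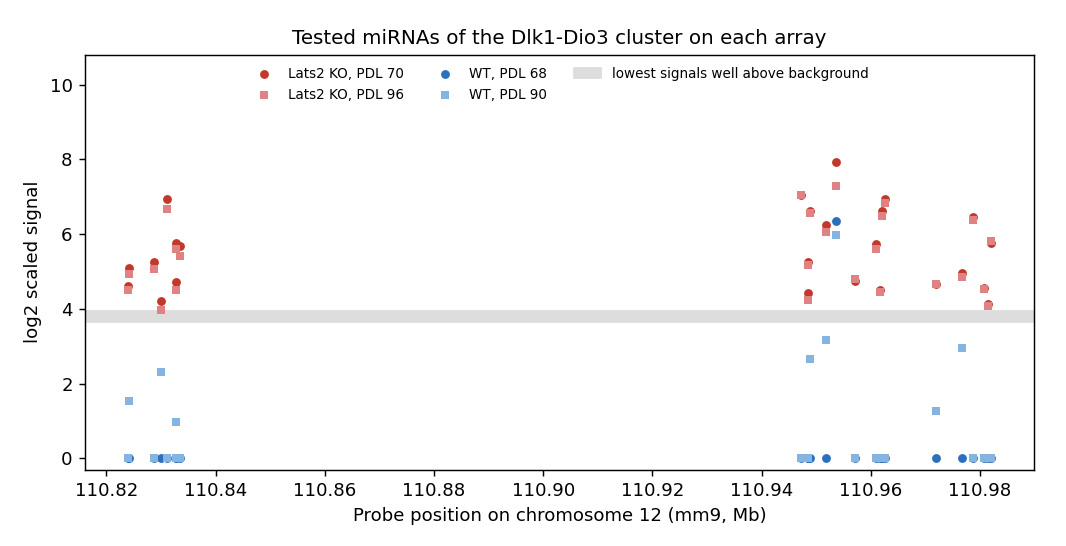
Log2 scaled signal of each tested Dlk1-Dio3 miRNA on each of the 4 arrays (KO in red, WT in blue) against its probe position on chromosome 12 (mm9, in Mb), with a grey band over the range of the lowest signals well above background. All KO points lie above the band, and the WT points lie below it except those of miR-494.

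The Hox cluster miRNAs sit among homeotic genes, whose mRNAs the study described as higher in these KO cells, so this list was not chosen blind to that result. Of 6 names on the array 2 were tested, and both rose in KO (2 adjusted over the list alone). miR-10a, on chromosome 11 at 96178503 to 96178522, lies within Hoxb3 in the gene table and was at least 5.21-fold higher (adjusted p = 0.023). miR-196a was at least 3.99-fold higher (adjusted p = 0.013), and its probe has 2 genomic positions, so the signal cannot be assigned to one of the Hox clusters. The calls of miR-10a and miR-196a were lost when either KO array was left out and with no filter. That of miR-10a was also lost in the methods' t-test, and that of miR-196a after the adjustment of that test.

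Among miRNAs measured on all 4 arrays, the largest increases in KO were of both strands of one hairpin, miR-31* with 2.73 ± 0.10 and miR-31 with 2.55 ± 0.08 on the log2 scale (adjusted p = 0.00045 and 0.00025). miR-183 rose by 1.92 ± 0.06 and miR-96 by 1.72 ± 0.06 (adjusted p = 0.00025 and 0.00045). They belong to one cluster on chromosome 6 that is known from sensory cells. Another member, miR-182, named after its values were seen, was at least 2.70-fold higher and below background in WT. miR-155, a miRNA known from immune cells, rose by 1.47 ± 0.10 (0.73 after quantile normalization) and miR-193b by 1.17 ± 0.10 (0.69 after quantile normalization), and each lost its call when either KO array was left out. let-7c rose by 1.07 ± 0.06. miR-689 rose by 1.45 ± 0.36 and miR-1224 by 1.28 ± 0.29, with adjusted p = 0.042 and 0.034, and both calls were lost after quantile normalization, with median scaling, with the total signal, with no filter, with PDL as a block and without WT replicate 1 or WT replicate 2, and that of miR-1224 also without KO replicate 1.

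The largest decreases were also of 2 strands of one hairpin. miR-140* fell by 2.59 ± 0.24 and miR-140 fell by 2.54 ± 0.20 (adjusted p = 0.0050 and 0.0034), from log2 signals of 9.44 and 9.71 in WT to 6.83 and 7.24 in KO for miR-140. The miR-140 probe lies on chromosome 8 at 110075151 to 110075170, and the gene table places the hairpin within Wwp2. miR-129-3p fell by 1.21 ± 0.29, miR-7a fell by 1.08 ± 0.06, and the neighbours miR-221 and miR-222 on the X chromosome fell together, with a log2 fold change of -0.94 ± 0.10 for miR-221 (adjusted p = 0.0069 and 0.011). After quantile normalization miR-129-3p had -1.91, miR-221 -0.92 and miR-222 -1.83. The calls of miR-140, miR-140*, miR-129-3p, miR-221 and miR-222 were lost when either KO array was left out and with no filter on dim miRNAs, and that of miR-129-3p also with the mean of all probes and without WT replicate 2. A total of 2 miRNAs were well above background on both WT arrays and on no KO array. miR-181d was at least 1.82-fold lower in KO (adjusted p = 0.0018) and miR-24-2* at least 1.39-fold lower (adjusted p = 0.013), and the call of miR-24-2* was lost when either KO array was left out and with no filter.

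**Figure D3:**
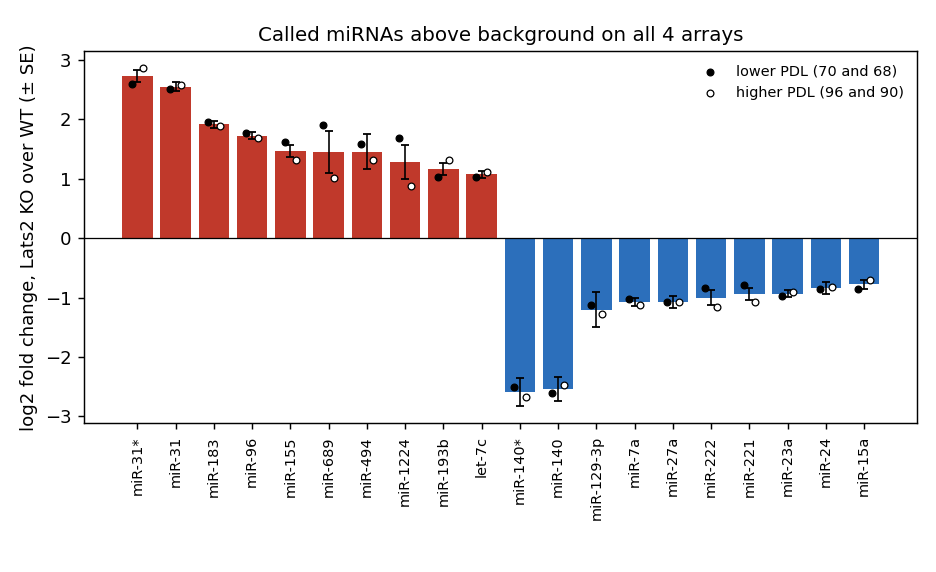
Log2 fold change of KO over WT (bars, ± SE from limma, 2 arrays per group) for the 10 called miRNAs with the largest change in each direction among those well above background on all 4 arrays, with points for the difference at the lower PDL (70 and 68) and at the higher PDL (96 and 90). The points of each miRNA lie on the same side of 0 at both PDL, as the rule that chose these miRNAs requires. Those of miR-689 and miR-1224 lie farthest apart.

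The miR-23-27-24 clusters, 2 paralogous clusters expressed in most tissues, fell as a group. All 5 tested members were lower in KO (5 adjusted over the list alone), among them miR-27a with a log2 fold change of -1.08 ± 0.10, miR-23a with -0.94 ± 0.06, miR-24 with -0.84 ± 0.10 and miR-23b with -0.61 ± 0.09. The calls of miR-27a, miR-24 and miR-23b were lost when either KO array was left out, and those of miR-24 and miR-23b with no filter. That of miR-23b was also lost without scaling and without WT replicate 1. The median was -0.84, and camera gave an adjusted p = 0.00018, which became an adjusted p = 0.585 with an estimated correlation (fry adjusted p = 0.018). In the miR-15/16 family, known to restrain cell cycle genes, 3 of 4 tested members fell (3 adjusted over the list alone), with log2 fold changes of -0.78 ± 0.07 for miR-15a, -0.68 ± 0.08 for miR-16 and -0.60 ± 0.12 for miR-15b, while miR-322 had a log2 fold change of 0.07 (-0.21 after quantile normalization, -0.33 with median scaling) and was not called. The calls of miR-16 and miR-15b were lost when either KO array was left out and with no filter. That of miR-15b was also lost when either WT array was left out, after quantile normalization and without scaling. The family's median was -0.64 and camera gave an adjusted p = 0.015, which became an adjusted p = 0.785 with an estimated correlation (fry adjusted p = 0.102). This list's camera call was also lost after quantile normalization, with median scaling, with the total signal, with no filter and without WT replicate 1 (adjusted p from 0.051 to 0.133). In the miR-181 family 2 members were tested. miR-181d fell (1 adjusted over the list alone), and miR-181b had a log2 fold change of 0.25 and was not called, but turned to -0.57 with a call after quantile normalization.

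The miR-34 family, which p53 induces, had 3 tested members and all 3 rose (3 adjusted over the list alone), with log2 fold changes of 0.68 ± 0.06 for miR-34b-5p, 0.61 ± 0.06 for miR-34c and 0.41 ± 0.09 for miR-34a. With median scaling all 3 calls were lost, with values of 0.27, 0.21 and 0.0087. That of miR-34a was also lost with the total signal per miRNA, with the mean of all probes, with no filter and with PDL as a block. The family's median was 0.61, and 0.21 with median scaling, camera gave an adjusted p = 0.445 and fry an adjusted p = 0.00059. The miR-17-92 and paralogous clusters, known to promote proliferation, split. Of 9 tested members 6 rose and 3 fell (6 and 3 adjusted over the list alone), with a median of 0.38 that turned to -0.021 with median scaling. miR-20a had a log2 fold change of 0.46 ± 0.08, miR-20b of 0.41 ± 0.07, miR-19a of 0.40 ± 0.06 and miR-19b of 0.39 ± 0.07. Of the 6 that rose, miR-19b turned to -0.0090 with median scaling, miR-18a to -0.021 and miR-92a to -0.044, and the calls of miR-20a, miR-20b and miR-19a were lost, with 0.057, 0.0044 and 0.0022. With the total signal per miRNA and with no filter the calls of miR-20a, miR-20b, miR-19a and miR-19b were lost. Those of miR-20b, miR-19a and miR-19b were also lost with PDL as a block. The 3 that fell, named after their values were seen, were miR-25 (-0.35), miR-106b (-0.28) and miR-93 (-0.26), all of one cluster on chromosome 5. Without scaling these 3 had -0.14, -0.075 and -0.056. Camera compares a list with the other tested miRNAs, which include 23 Dlk1-Dio3 members with a mean log2 fold change of 4.96. It gave the miR-17-92 list the direction down (adjusted p = 0.798). The list's own median and mean were positive, and fry gave up (adjusted p = 0.065).

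The let-7 family, known to favour differentiation, also split. Of 9 tested members 3 rose, 1 fell and 5 were not called (3 and 1 adjusted over the list alone). let-7c rose by 1.07, let-7b by 1.01 ± 0.07 and miR-98 by 0.54 ± 0.10, and let-7i fell by 0.71 ± 0.07. The call of miR-98 was lost after quantile normalization (0.20), with median scaling (0.14), with the total signal, with no filter and with PDL as a block. The list's median was 0.00, and -0.40 with median scaling, camera gave down with an adjusted p = 0.445 and fry gave up with an adjusted p = 0.041. In the miR-130 and miR-301 family both tested members rose (2 adjusted over the list alone), miR-130a by 0.42 ± 0.06 and miR-301a by 0.27 ± 0.07. The call of miR-130a was lost with median scaling (0.020) and with the total signal per miRNA, and the value of miR-301a turned to -0.13 with median scaling and to -0.021 with the total signal. The call of miR-301a was also lost with normexp correction, quantile normalization, the mean of all probes, no filter, the detection flag and PDL as a block. In the miR-30 family 1 of 5 tested members rose (1 adjusted over the list alone), miR-30a by 0.65 ± 0.08 (0.25 and no call with median scaling), while miR-30c (0.29), miR-30b (0.24) and miR-30e (-0.09) were not called (camera adjusted p = 0.911, fry adjusted p = 0.235). After quantile normalization these 3 had -0.48, -0.51 and -0.75, and the list's median turned from 0.24 to -0.51 (-0.16 with median scaling). Of the 21 called miRNAs named for a list or for brightness and not among the largest changes, 17 lost their call without KO replicate 1 and 18 without KO replicate 2, with let-7b and let-7i keeping it in both.

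Of the fibroblast and mesenchymal list 9 members were tested, of which miR-31 and miR-199a-3p rose, miR-221 and miR-222 fell and 5 were not called (1 and 2 adjusted over the list alone), miR-143 among them with 0.41 ± 0.32. The list had a median of 0.15, and -0.26 with median scaling, a camera adjusted p = 0.445 and a fry adjusted p = 0.082. The 5 brightest miRNAs were miR-21 with a log2 fold change of -0.20 ± 0.16 (not called), miR-125b-5p with -0.56 ± 0.06 (called), miR-720 with 0.09 ± 0.13 (not called), miR-709 with 0.37 ± 0.08 (called) and miR-199a-3p with 0.32 ± 0.08 (called). The last 2 turned to -0.030 and -0.087 with median scaling, and their calls were lost with the total signal per miRNA and with PDL as a block. In the miR-29 family, known to target collagen mRNAs, 0 of 3 tested members were called by limma, with log2 fold changes of 0.11 for miR-29c, 0.09 for miR-29a and -0.06 for miR-29b, all of them negative with median scaling (-0.29, -0.31 and -0.46) and positive without scaling (camera adjusted p = 0.601, fry adjusted p = 0.713). Of the miRNAs known to target Ezh2, the catalytic subunit of Polycomb repressive complex 2, 4 were tested and 0 were called by limma (camera adjusted p = 0.601, fry adjusted p = 0.585). miR-101a was above background in KO only and at least 1.57-fold higher, but was not called (adjusted p = 0.065), and miR-101b had 0.24 (-0.50 after quantile normalization), miR-26a -0.15 and miR-26b -0.10. The list's median of 0.07 turned to -0.16 after quantile normalization and to -0.33 with median scaling. The group of miR-297, miR-466, miR-467 and miR-669 had 4 tested members, miR-466a-3p (-0.12), miR-467b (-0.06), miR-669f (-0.06) and miR-669a (-0.05), of which 0 were called by limma (camera adjusted p = 0.227, fry adjusted p = 0.547). After quantile normalization these 4 had -0.96, -0.93, -0.51 and -0.87, and the list's median of -0.06 became -0.90, -0.46 with median scaling and 0.15 without scaling.

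Markers of other cell types were mostly below background. No member of the miR-290 and miR-302 clusters of pluripotent cells, of the epithelial list, of the endothelial list or of the hepatocyte list was tested, because none was well above background on both arrays of a group. The muscle list had miR-206 with 0.13 ± 0.15, not called, and -0.72 after quantile normalization. The neural list had miR-129-3p, which fell, and miR-218 with 0.53 ± 0.17, which was not called over all miRNAs except without scaling, where it had 0.74 (1 lower and 1 higher adjusted over the list alone). The blood cell list had miR-155 alone, which rose (1 adjusted over the list alone). Of the 39 viral names 1 was tested, mcmv-miR-M23-1-5p, with 0.19 ± 0.10 and no call, which turned to -0.60 with a call after quantile normalization. Of the 11 lists tested, camera placed 3 past the threshold with the preset correlation and 0 with an estimated correlation, and fry placed 4.

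The comparison of the higher with the lower PDL asks whether miRNAs changed with time in culture in both clones. No miRNA was called by limma (0 of 159, 8 at an unadjusted p under 0.05, smallest adjusted p = 0.826). The methods' t-test gave 0, with 4 at an unadjusted p under 0.05. That test left genotype out, so differences between KO and WT entered its error and its 0 adds little. Of the differences 74 were positive and 85 negative. miR-129-3p was higher at the higher PDL by 0.44 in KO and 0.59 in WT, miR-140* by 0.34 and 0.49, miR-140 by 0.41 and 0.28, miR-322 by 0.34 and 0.27, and miR-484 by 0.10 and 0.43. miR-494 differed by -0.64 in KO and -0.37 in WT, miR-689 by -0.90 and -0.01, miR-1895 by -0.60 and -0.04, miR-181b by -0.30 and -0.27, and miR-26a by -0.0045 and -0.55. Within a genotype each PDL had 1 array, so these differences have no test of their own, and none of the 10 passed the threshold over both genotypes.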

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

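Control spots were outside the comparisons of miRNAs, and 6 kinds of them were well above background on all 4 arrays. For 5 of these the unscaled signals of both KO arrays lay on one side of those of both WT arrays, and 4 of the 5 were higher in KO. Chance gives such a separation for 33.3% of single probes, but these probes share the same 4 arrays and are not independent. The mean KO signal over the mean WT signal was 1.23 for hur_1, 1.04 for hur_4, 1.12 for mr_1 and 1.79 for miRNABrightCorner30. It was 1.02 for hur_6, where the groups overlapped, and 0.957 for hur_2, which was lower on both KO arrays. No explanation was tested for these values, and the position on the slide and the genotype are the same split of the arrays.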

How the results depend on the processing

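The count of called miRNAs (92) lay between 63 and 107 under normexp correction, quantile normalization, no scaling, median scaling, the mean of all probes, the total signal per miRNA, the other floors, the stricter filter, the detection flag, the series matrix values and limma with trend and robust variance. It was 60 with no filter, where 650 names were tested and the adjustment covered more of them. The methods' t-test with a fold change of 2 gave 39, and 33 after Benjamini-Hochberg. This test does not pool the spread over miRNAs. Leaving out 1 array gave 38 to 97 (39 without KO replicate 1, 38 without KO replicate 2, 97 without WT replicate 1, 90 without WT replicate 2), with the lone array assumed to vary like the other group. With PDL as a replicate block, in place of a pairing by number, 70 were called, with 1 residual degree of freedom less; the labels give the groups different PDL, so the pairing is by order alone. With the preset correlation the number of lists past the camera threshold was 2 to 4, the 4 being without WT replicate 2, where 4 members of the miR-181 family were tested, and the PDL comparison gave 0 calls under all alternatives run. The mean share of miRNAs detected per array was 22%, 25.9% by the detection flag and 24.5% with any spot above background.

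Some directions turned with the scaling. After quantile normalization miR-181b had -0.57 and mcmv-miR-M23-1-5p had -0.60. With median scaling miR-19b had -0.0090, miR-301a -0.13, miR-709 -0.030 and miR-199a-3p -0.087, and with the total signal miR-301a had -0.021. The cause was not tested. A turn is listed where the miRNA was named by the rule and called under either setting, which was narrowed after the values were seen. Of all 92 called miRNAs 7 turned after quantile normalization, 9 with median scaling, 2 with the total signal, and 1 each with normexp correction and the mean of all probes. A further 57 values of named miRNAs and 24 medians of lists turned or went to 0 without a call under either setting. Of the other values of named miRNAs for KO against WT 1128 kept direction and side of the threshold, 29 gained a call and the rest lost one. None of the 27 leading miRNAs (the first 20 and the 7 that the rule named for their bounds, up to 5 per direction) turned in any setting run. Of these 27 the calls lost were 13 without KO replicate 1, 12 without KO replicate 2, 11 with no filter, 9 in the methods' t-test and 11 after its adjustment, 4 with the total signal, 3 each after quantile normalization, with median scaling and without WT replicate 2, 2 each with PDL as a block and without WT replicate 1, and 1 with the mean of all probes. Of the other 21 called miRNAs named by the rule, 17 lost the call without KO replicate 1, 18 without KO replicate 2, 15 with no filter, 19 in the methods' t-test and 20 after its adjustment, 9 each with median scaling and the total signal, 8 with PDL as a block and at most 4 in each other setting.

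The 75th percentile over all probes could not be run, because that percentile was -0.10 on WT replicate 1 and a value below 0 cannot scale an array. Signal over background limits the dim miRNAs, whose fold is known only as a bound. The floor at the lowest signal well above background, added after seeing the data, gave 99 calls.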

Other observations

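Of the tests in this part, those of array brightness and scaling, of other cell types, of the clones, of neighbouring miRNAs and of GC content against the PDL difference, and the miRNAs named in the next paragraph, were chosen only after the related values were seen. The test of other probes and that of probe GC content against the KO and WT difference were chosen before.

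The decreases included most of the measured miRNAs of one stretch of chromosome 8. In the gene table the hairpins of miR-181d, miR-23a, miR-27a and miR-24-2* all lie between Nanos3 and Zswim4, and all 4 fell in KO. Their log2 fold changes were -0.94 for miR-23a and -1.08 for miR-27a, and miR-181d and miR-24-2* were at least 1.82-fold and 1.39-fold lower. With the main scaling miR-210, known to be induced by low oxygen, was at least 1.30-fold higher in KO (adjusted p = 0.019). Its fitted log2 fold change was smaller with median scaling and after quantile normalization, and larger without scaling. The bound of 1.30 is therefore no lower limit under those other settings. On chromosome 12 outside the Dlk1-Dio3 miRNAs, miR-342-3p had a log2 fold change of 0.11 ± 0.11 and was not called, while miR-345-5p rose by 0.72 ± 0.06.

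For the Dlk1-Dio3 miRNAs above background in KO only, stray signal of single probes is argued against by their other probes. Of these, 22 of 25 (88%, exact 95% confidence interval 68.8% to 97.5%) were higher on both KO arrays than on both WT arrays. The interval treats the probes as independent, though they come from 22 miRNAs read on the same 4 arrays. It measures no spread between arrays or clones, and stray signal shared by all probes of a miRNA would not be seen. For a difference in brightness or scaling between arrays, a first limit of 1.20 on the largest ratio between 2 arrays' factors was missed at 1.23. A test on the median bounds replaced it and was dropped, since the choice of miRNAs nearly fixes those bounds. The last comparison was with miRNAs of like KO signal. Of the 23 list members well above background on both KO arrays, 22 were so on no WT array, against 18.4% of 76 other miRNAs. The 76 were matched only by their range of KO signal. Within bins of KO signal, 5.23 of the list members were expected on no WT array. The pattern was thus less common among other miRNAs of like signal. The list was singled out for this pattern and earlier tests were missed or dropped, so these shares do not settle the explanation. The one-sided permutation p within bins of KO signal was 0.00001, the smallest that 100000 permutations can give. It is no independent support, since the 22 are the pattern to be explained and members are not independent. For RNA of muscle, endothelial or liver cells, 0 of 10 names (7, 2 and 1 of these lists) were called higher or above background in KO alone. Of the 10, 9 were above background on no array. These lists were set apart from the epithelial, neural and blood lists after the values were seen. The 0 was therefore known when they were grouped, and it describes these markers without testing the explanation. RNA of epithelial, neural or blood cells stays open, since 19 of 23 such names were above background on no array but 4 marker miRNAs were higher in KO, namely miR-155 of the blood list (1.47 ± 0.10) and, outside the lists, miR-183, miR-96 and miR-182, known from sensory cells, while miR-218 of the neural list had 0.53 ± 0.17 and was not called. With 1 clone per genotype, loss of Lats2 cannot be told apart from a difference between clones, such as a lasting change of imprinting, which may arise in culture.

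Probe GC content was tested as a source of the fold changes outside this cluster. Across 114 miRNAs, which are not independent replicates, Spearman's rho between GC content and the KO and WT difference was 0.075 (permutation p = 0.427, and 0.427 after adjustment over 3 relations), under the size of 0.2 set as the limit. Against the difference between higher and lower PDL, rho was -0.26 in KO (permutation p = 0.0064, adjusted 0.019) and 0.16 in WT (permutation p = 0.094, adjusted 0.141). Each of these rests on 1 array per PDL.

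A shared transcription unit is a candidate explanation for clustered miRNAs outside Dlk1-Dio3 that changed together. Over 19 pairs of 27 miRNAs from different hairpins within 10 kb, the mean difference between the log2 fold changes of neighbours was 0.10, against 0.81 after shuffling. The one-sided permutation p was 0.00001, the smallest that 100000 permutations can give. Pairs that share a miRNA or a sequence family are not independent, and similar probes could also give similar fold changes, so the value of 0.10 does not separate these explanations.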
